# The acute transcriptome response of the midbrain/diencephalon to injury in the adult mummichog (*Fundulus heteroclitus*)

**DOI:** 10.1186/s13041-019-0542-4

**Published:** 2019-12-30

**Authors:** Eleanor C. Bisese, Chandler M. Ciuba, Amelia L. Davidson, Akanksha Kaushik, Sabrina M. Mullen, Jeremy L. Barth, E. Starr Hazard, Robert C. Wilson, Gary Hardiman, David M. Hollis

**Keywords:** Brain injury, Acute, Mummichog, Transcriptome, Midbrain, Diencephalon, *pim-2*-like, *syndecan-4*-like, *cd83*

## Abstract

Adult fish produce new cells throughout their central nervous system during the course of their lives and maintain a tremendous capacity to repair damaged neural tissue. Much of the focus on understanding brain repair and regeneration in adult fish has been directed at regions of the brainstem and forebrain; however, the mesencephalon (midbrain) and diencephalon have received little attention. We sought to examine differential gene expression in the midbrain/diencephalon in response to injury in the adult fish using RNA-seq. Using the mummichog (*Fundulus heteroclitus*), we administered a mechanical lesion to the midbrain/diencephalon and examined differentially expressed genes (DEGs) at an acute recovery time of 1 h post-injury. Comparisons of whole transcriptomes derived from isolated RNA of intact and injured midbrain/diencephalic tissue identified 404 DEGs with the vast majority being upregulated. Using qPCR, we validated the upregulation of DEGs *pim-2*-like, *syndecan-4*-like, and *cd83*. Based on genes both familiar and novel regarding the adult brain response to injury, these data provide an extensive molecular profile giving insight into a range of cellular processes involved in the injury response of a brain regenerative-capable vertebrate.

## Background

Adult fish possess tremendous neural regeneration capabilities. While the adult mammalian brain is severely limited in its ability to self-repair, fish exhibit a tremendous capacity for neural regeneration and thus, a remarkable ability to recover from brain injury as they readily replace damaged cells due to their ability to constitutively proliferate new cells [1]. Thus, due to their having exceptional potential to regenerate neuronal tissue post-injury, fish are an excellent model for adult brain regeneration-competency [2]. Factors responsible for the differences in adult brain cell proliferation, and subsequent neurogenesis, between species of different vertebrate classes remain largely unknown. Therefore, elucidating the genes involved in the adult fish brain reparative process has the potential to better understand the molecular mechanisms underlying these discrepancies.

Cell proliferation and neurogenesis are abundant throughout the adult fish brain [3]. Much of the focus on adult fish brain repair has been directed at neuronal tissue of the forebrain and brainstem, however, the mesencephalon (midbrain) and diencephalon have received relatively little experimental study with regard to reparative neurogenesis relative to the other regions [4]. Studies using genomic approaches, specifically RNA-seq, to assay the molecular signals associated with brain regeneration and neurogenesis in the fish brain are beginning to uncover significant genes and pathways [5]. To further this end, we used RNA-seq to examine the acute response of the midbrain/diencephalon of the mummichog (*Fundulus heteroclitus*). While the zebrafish (*Danio rerio*) has been widely used to examine molecular mechanisms of pathological conditions such as brain repair, alternative fish species, such as the mummichog, allow for potential novel gene function discovery due to differential subfunctionalization of genes between the different fish lineages [6].

## Materials and methods

A detailed description of all experimental methods including animal care, surgical process, Nissl staining, RNA-seq, and qPCR can be found in Additional file 1. A mechanical lesion was administered to the midbrain and underlying hypothalamic diencephalon of anesthetized adult mummichogs. After injury, fish were given an acute recovery time of 1 h prior to sacrifice. To ensure lesion accuracy, Nissl stain was performed on 20 μm thick frontal sections of the midbrain/diencephalon to visualize the injury using light microscopy.

For RNA-seq, the total RNA was isolated from the lesioned side of the midbrain/diencephalon as well from the contralateral, intact side of the midbrain/diencephalon of ten fish. The total RNA from each sample was used to prepare RNA-seq libraries which were clustered at concentrations to ensure at least 50 million reads per sample. Differential gene expression was inferred using DESeq2 [7]. Transcript counts from DESeq2 analysis were ranked according to adjusted *p*-value (q). The false discovery rate (FDR) was set at both q ≤ 0.1 or < 0.4 on the premise that the lower threshold was appropriately very stringent for identifying high-probability DEGs, while the higher threshold was more permissive and thus, avoided the loss of data via false negatives and would therefore aid discovery in the downstream functional analyses by providing a larger input gene list as we have demonstrated previously [8, 9]. The gene set identified by q ≤ 0.4 was then analyzed with the ToppFun tool [10] to find enriched GO terms and pathways. The systems level output (GO and Pathway) was itself subjected to FDR testing thereby adding rigor to the data analysis [see 8, 9].

To validate DEGs, qPCR was performed (on eight to ten fish distinct from the RNA-seq assay) utilizing gene-specific primers (see Additional file 1: Table S1). Primers were designed for three DEGs of novel functional interest regarding the fish brain response to injury that showed high differential expression**,** which included *pim-2*-like, *syndecan-4*-like and *cd83 molecule* (*cd83*). In addition, for qPCR quality control, primers were designed for a gene of functional interest, *igf-1* (*insulin-like growth factor 1*), to validate its lack of differential expression. Gene expression was normalized to *elongation factor 1 alpha* (*ef1a*) using primers designed in previous work [11]. Further, to determine if a whole midbrain/diencephalon gene expression response was elicited, midbrain/diencephalic tissue from ten fish receiving no injury was also included.

## Results

Due to the relatively flattened head of the mummichog, it was ideal for the dorsal application of a mechanical lesion to the midbrain/diencephalon (Fig. 1a). Nissl stain confirmed that the lesion traversed the midbrain optic tectum and tegmental regions and into the underlying hypothalamic tissue of the diencephalon (Fig. 1b). 

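For RNA-seq, total RNA from the lesioned hemisphere and from the contralateral, intact hemisphere of the midbrain/diencephalon of 10 mummichogs was sequenced at 1 h post-lesion, which gave 20 libraries. The mummichog is a killifish, and the intact hemisphere of each fish was the control for its lesioned hemisphere. The authors trimmed the reads, aligned them to the mummichog genome with STAR, counted them per gene with htseq, and deposited the counts of each library without normalization. The deposited table, whose name limits it to annotated genes, holds 13679 genes after 2585 transfer RNA entries are left out. Between 9213580 and 11070103 counts per library fell on these genes, with a median of 10110917.5 in intact and 10175715.5 in lesioned hemispheres. The paper reports a mean of about 58 M reads per sample after alignment; the values here use the counts on the listed genes. The sample labels place every intact hemisphere on the left and every lesioned hemisphere on the right, whereas the paper states that each group was divided equally between left and right. The labels also name the SMART-Seq library kit where the paper names TruSeq. Neither side nor kit was used in a test. From the counts, edgeR's quasi-likelihood test was fitted with fish as a block, because the study's own script accounted for the replicate design. Libraries were scaled by TMM normalization, and 10513 genes passed edgeR's filter on low counts (filterByExpr). P-values were adjusted by the Benjamini-Hochberg method, and the study's q of 0.1 and 0.4 were kept as cutoffs. The block, the scaling and the filter each changed the number of genes called.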

Genes differentially expressed between the lesioned and contralateral intact midbrain/diencephalon tissue were identified using FDR-adjusted *p*-value cutoffs of q > 0.1 and 0.4, respectively. In total, 404 DEGs were identified as differentially expressed with 181 DEGs meeting the FDR cutoff of q ≤ 0.1 (Additional file 2: Table S2). 

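Of the 10513 genes tested, 145 had an adjusted p-value of 0.1 or less between lesioned and intact hemispheres in edgeR's quasi-likelihood test, and 1060 had an adjusted p-value of 0.4 or less. At 0.05 there were 112 genes, and 1229 genes had an unadjusted p-value under 0.05. Among the 145 genes, 130 were higher in the lesioned hemisphere and 10 were lower in at least 9 of the 10 fish. The largest increases among genes that changed the same way in at least 9 fish were in nr4a1 (log2 fold change 2.50, standard error 0.26, adjusted p = 0.000150 from the same test) and in LOC105940375, which encodes a protein like tumor necrosis factor receptor superfamily member 6B (2.48, standard error 0.24, adjusted p = 8.9e-05). Both were higher in all 10 fish; the description of LOC105940375 is shared by 2 genes. The largest decreases were in LOC105924533, an uncharacterized non-coding RNA (-0.83, standard error 0.20, adjusted p = 0.0885), which was lower in 9 of the 10 fish, and in gpr34 (-0.51, standard error 0.08, adjusted p = 0.00272), which was lower in all 10. The call of LOC105924533 was lost under 11 of 18 other fits. The number of genes called depended on the block: without it, 57 genes were called at 0.1 and 88 at 0.4. Single fish moved the number at 0.4 as well, to 2066 genes without fish 3 and to 279 without fish 8.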

Most differential expression indicated gene upregulation (Fig. 1c), which accounted for nearly 80% of all DEGs and of those with FDRs of q ≤ 0.1, 90% were upregulated. 

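Of the 145 genes called at an adjusted p-value of 0.1 or less, 135 were higher in the lesioned hemisphere, which is 93.1% (95% Wilson confidence interval, 87.8 to 96.2%). Of the 1060 genes called at 0.4 or less, 643 were higher, which is 60.7% (57.7 to 63.6%). The intervals treat genes as independent and cover counting error only. Total counts did not differ between the hemispheres of a fish beyond the spread between fish, with a mean log2 ratio of -0.01 ± 0.13 (SD, n = 10 fish; two-sided exact sign-flip permutation test, p = 0.770). At 0.4 the share of higher genes differed between settings. It was 83.4% of 380 genes and 80.4% of 383 genes with DESeq2, with unshrunken fold changes and with a prior on them, and 97.7% of 88 genes without the block. Among scalings in edgeR it was 61.1% with DESeq2 size factors, 47.5% with total counts and 42.3% with upper quartile scaling. With all fish used, the share at 0.1 ranged from 87.1% with upper quartile scaling to 98.2% without the block; without fish 3 it was 82.5%.

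**Figure D1:**
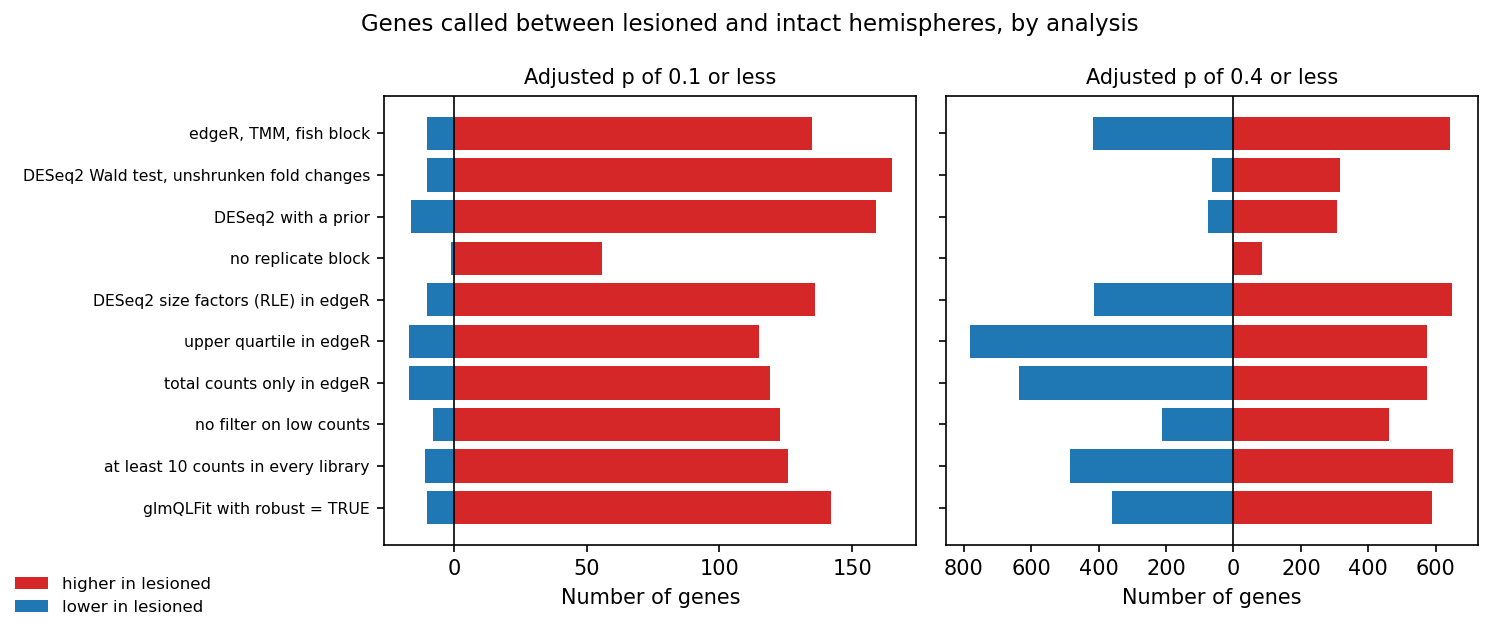
Number of genes called between lesioned and intact hemispheres of 10 fish at an adjusted p-value of 0.1 or less (left) and 0.4 or less (right). Each bar pair is 1 analysis, with genes higher in the lesioned hemisphere to the right of 0 and genes lower to the left; the top pair shows 135 higher and 10 lower genes at 0.1, and 643 and 417 at 0.4.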

Functional annotation of genes by GO analysis [see 10] revealed a broad range of biological processes indicating a strong influence over cell death and differentiation (see Additional file 2: Table S3).

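The enriched GO terms come from human symbols and a web server that was not used here, so genes were grouped by words in the descriptions that the deposited table gives. The words were chosen before the counts were examined but after Table S2 had been read, so these lists are not independent of the study's calls. Not every member has a description that names the process. Those of tnfrsf18, cebpa and LOC105938331, given below, mention neither cell death nor differentiation, and tnfrsf18 is in the cytokine list as well. Being in a list thus does not show a role in the process. Among 78 tested genes with words for cell death, 7 were higher and 1 was lower at an adjusted p-value of 0.1 or less over all genes (edgeR's quasi-likelihood test), and 10 passed when adjusted over the list alone. They include gadd45b (log2 fold change 1.31, standard error 0.13, adjusted p = 0.000123) and tnfrsf18 (0.80, standard error 0.10, adjusted p = 0.000664), each higher in 10 of 10 fish. The gene that fell was ddit4 (-0.33, standard error 0.07, adjusted p = 0.0495), lower in 9 of 10 fish; its call was lost under 5 other settings. Among 167 genes with words for differentiation, 9 were higher and 1 was lower, and 16 passed when adjusted over the list alone. They include cebpa (0.67, standard error 0.05, adjusted p = 8.0e-06) and LOC105938331, a transcription factor like Sox-2 (1.32, standard error 0.11, adjusted p = 2.6e-05), each higher in 10 of 10 fish. As whole lists, neither moved far. The median log2 fold change was 0.0027 for cell death and -0.00549 for differentiation, although the direction given by camera was up for both. A two-sided camera test with a preset correlation of 0.01 gave an adjusted p of 0.0112 and 0.0146 over the 10 lists tested. When labels were flipped within fish, 5 and 9 of 100 splits, the real one included, gave a p-value as small. The small camera p-values thus do not set these lists apart. Without the block, differentiation had an adjusted p of 0.162 in the camera test. Under fry only differentiation stayed below 0.05 (0.0382, against 0.0596 for cell death), and with an estimated correlation neither did (0.193 and 0.125). Without the genes of Table S2 the camera test gave 0.886 and 0.951. One-sided Fisher's exact tests, chosen after these results had been seen, gave an adjusted p of 5.6e-05 and 0.000255 for the share of each list among the 145 genes, and of 0.0257 and 0.0473 among the genes called at 0.4, the cutoff of the paper's GO analysis. From the terms enriched among its own DEGs, the paper states a strong influence over cell death and differentiation.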

**Fig. 1:**
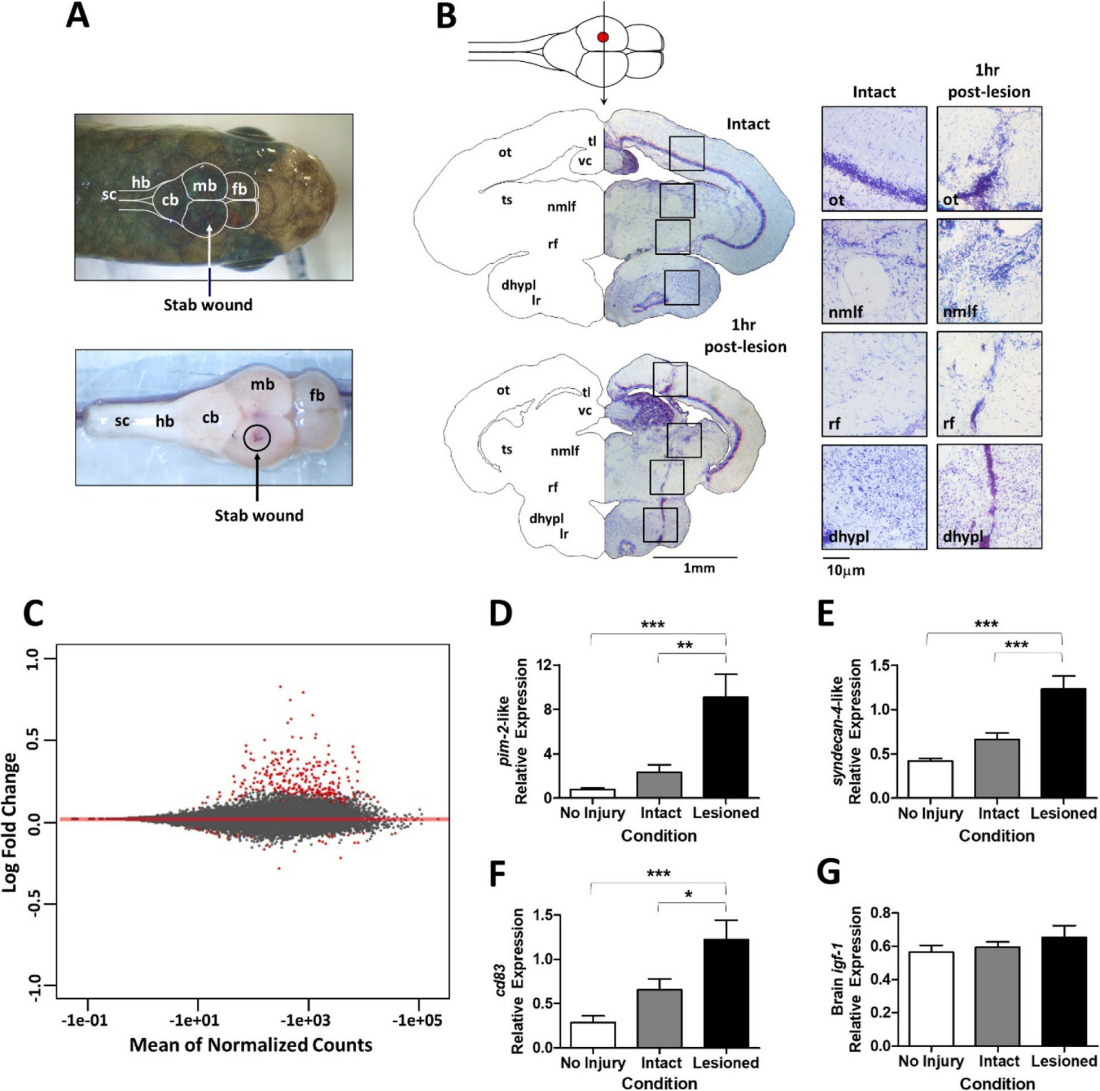
Differentially gene expression in the mummichog midbrain/diencephalon in response to injury at 1 h post-lesion. **a** Placement of the mechanical lesion to the mummichog midbrain/diencephalon. Abbreviations. cb = cerebellum, fb = forebrain, hb = hindbrain, mb = midbrain, sc = spinal cord. **b** Frontal sections of mummichog midbrain/diencephalon with Nissl stain (right; magnification = 25X) and neuroanatomical areas in a mirror image schematic (left). Boxes show regional intact (left column) vs lesioned (right column) tissue (magnification = 160X). Abbreviations: dhypl = diffuse nucleus of the inferior hypothalamic lobe, lr = lateral recess, nmlf = nucleus of the medial longitudinal fascicle, nr = nuclear ruber, ot = optic tectum, tl = torus longitudinalis, ts = torus semicircularis, vc = valvula cerebelli. **c** MA plot of the distribution of expressed genes at 1 h post-injury as determined by RNA-seq. Red dots indicate DEGs with an FDR of q ≤ 0.1 (181 genes) or ≤ 0.4 (223 genes). **d**, **e**, **f** Upregulation of DEGs, *pim-2*-like (q = 5.09E-46) (d), *syndecan-4*-like (q = 5.22E-30) (e), & *cd83* (q = 2.97E-23) (f) at 1 h post-lesion (One-Way ANOVA; *p* < 0.001 for each. Tukey’s Post Test; *** = *p* < 0.0001, ** = p < 0.001, * = *p* < 0.05. *n* = 10 for each). **g** Validation of a non-differentially expressed gene, brain *igf-1* (*n* = 8)

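In the RNA-seq counts, the gene described as pim-2-like is LOC105920369, syndecan-4-like is LOC105918751, and cd83 is listed by that symbol. LOC105920369 had 9.86 ± 3.75 CPM (counts scaled by library size) in intact and 43.1 ± 13.6 in lesioned hemispheres (mean ± SD, n = 10 fish), a log2 fold change of 2.14 (standard error 0.13, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test). Its description is shared by 3 genes, and the paper does not state how reads that match several of them were counted. Of the others, LOC105924646 had a log2 fold change of -0.12 (standard error 0.18, adjusted p = 0.862), and LOC105924242 was below the filter. LOC105918751 had 70.0 ± 16.7 CPM in intact and 134 ± 19.8 in lesioned hemispheres, a log2 fold change of 0.96 (standard error 0.08, adjusted p = 2.6e-05). For cd83 the values were 19.6 ± 6.56 and 52.1 ± 12.4 CPM, a log2 fold change of 1.42 (standard error 0.13, adjusted p = 6.0e-05). Each of these genes was higher in the lesioned hemisphere of all 10 fish (two-sided exact sign-flip permutation test on the log2 ratios, p = 0.00195, the smallest that 10 fish allow). The ratios of single fish ranged from 1.16 to 2.95 for LOC105920369, from 0.33 to 1.37 for LOC105918751, and from 0.88 to 2.33 for cd83 on the log2 scale.

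**Figure D2:**
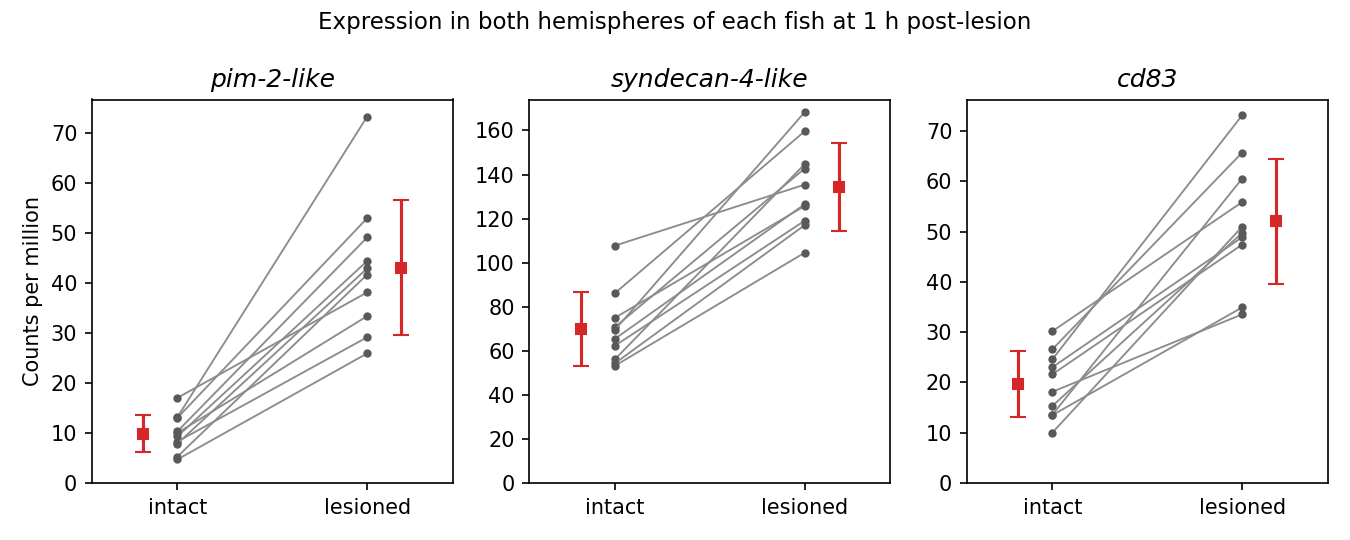
CPM of pim-2-like (LOC105920369), syndecan-4-like (LOC105918751) and cd83 in the intact and the lesioned hemisphere at 1 h post-lesion. Each line joins both hemispheres of 1 of the 10 fish, and squares with bars give the mean and SD; all 10 lines rise for each gene.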

From the qPCR studies (Additional file 2: Table S4), we validated the differential expression of two genes not previously identified in the fish brain response to injury, which included *pim-2-*like (Fig. 1d) and *syndecan-4*-like (Fig. 1e), both of which are associated with cell proliferation [12, 13]. Also validated was *cd83* (Fig. 1f), which is associated as a regulator of activation in immune cells [14]. However, *cd83* was recently found in neuronal cells, including high expression levels in both the midbrain and hypothalamus indicating possible distinct neural function [15]. Finally, the lack of *igf-1* differential expression was also validated (Fig. 1g). The use of the mummichog midbrain/diencephalon as a novel model for the brain response to injury demonstrates its potential to identify genes yet to be discovered with putative roles in the brain reparative processes in regenerative-capable vertebrates.

## Supplementary information

**Additional file 1 Table S1.** List of qPCR primers used to validate specific RNA-seq data. With the exception of the *ef1a* primers, all primers were designed using the online primer design tools from Integrated DNA Technologies (Coralville, IA) and commercially synthesized by the company. Primers for *ef1a* based on **[**see 1].

**Additional file 2 Table S2.** List of differentially expressed genes between control intact midbrain/diencephalic tissue and lesioned midbrain/diencephalic tissue at 1 h post-injury using DESeq2. The list contains significantly expressed genes (q < 0.4) and was sorted by fold-change using log2(FC) of down-regulated and up-regulated transcripts. The Gene IDs of differentially expressed genes *pim-2*-like, *syndecan-4*-like, and *cd83* used in qPCR validation assays are shown in bold text. A solid line delineates the first 181 genes with FDRs < 0.1 from the following 223 genes with FDRs < 0.4 that did not make the 0.1 cutoff. **Table S3.** Functional annotation biological processes of DEGs identified by RNA-seq. 

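Table S2 as read here holds 404 genes, of which 180 have the paper's q at 0.1 or less. Of these 180 genes, 174 passed the filter on low counts, and all 174 changed in the direction that Table S2 gives. The calls from the deposited counts at an adjusted p-value of 0.1 or less (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) included 126 of them, and the calls at 0.4 included 173. All 145 genes called at 0.1 are in Table S2. Both sets of calls come from the same libraries, so the overlap is not independent evidence. It ranged from 98 to 139 genes when each fish was left out in turn.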

Gene Ontology (GO) enrichment analysis was performed by ToppFun web server (https://toppgene.cchmc.org/enrichment.jsp). Differentially expressed genes (q < 0.4) from DESeq2 analysis were entered into ToppGene. 

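Gene symbols in the deposited table are either names shared with other vertebrates or placeholders that begin with LOC. Of the 404 genes of Table S2, 181 have a name and 223 have a placeholder (55.2%). Of the 1060 genes called here at an adjusted p-value of 0.4 or less, 519 have a name and 541 have a placeholder (51%), which is close to the 49.8% of placeholders among all 10513 genes tested.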

ToppFun selected analogous human symbols (e.g. cd83 became CD83) for about half of the 404 DEGs entered. The table is the Biological Processes portion. **Table S4.** Cycle threshold (Ct) values from qPCR. Each value represents the average value from reactions performed in triplicate. Housekeeper gene Ct scores were retested when reagents for an assay were obtained from different kits. Sample sizes were from eight to ten individuals.

## Data Availability

The RNA-seq data sets generated were deposited and are available at the NCBI Sequencing Read Archive database (Accession: GSE137451).

## Abbreviations

cd83: Cluster of differentiation 83
DEGs: Differentially expressed genes
ef1a: Elongation factor 1 alpha
GO: Gene ontology
igf-1: Insulin-like growth factor 1
pim-2: Proviral integration site for moloney murine leukemia virus, isoform 2
q: Adjusted p value
qPCR: Quantitative polymerase chain reaction
RNA-seq: RNA sequencing

# Supplementary material for: The acute transcriptome response of the midbrain/diencephalon to injury in the adult mummichog (Fundulus heteroclitus)
**Source:** Mol Brain. 2019 Dec 30;12:119. doi: 10.1186/s13041-019-0542-4
**Supplement:** Supplementary file 1 — Additional file 1 Table S1. List of qPCR primers used to validate specific RNA-seq data. With the exception of the ef1a primers, all primers were designed using the online primer design tools from Integrated DNA Technologies (Coralville, IA) and commercially synthesized by the company. Primers for ef1a based on [see 1].

**The acute transcriptome response of the midbrain/diencephalon to injury in the adult mummichog (*Fundulus heteroclitus*)**

**Eleanor C. Bisese^1^, Chandler M. Ciuba^1^, Amelia L. Davidson^1^, Akanksha Kaushik^1^,**

**Sabrina M. Mullen^1^, Jeremy L. Barth^2a^, E. Starr Hazard^2b^, Robert C. Wilson^2c^,**

**Gary Hardiman^2d, 3^ and David M. Hollis^1^**^*^

^2c^Pathology and Laboratory Medicine

Belfast, BT9 5DL, Northern Ireland, UK

**This file includes:**

Materials and Methods

Table S1

**Materials and Methods**

**Animals**

The Furman University Institutional Animal Care and Use Committee (IACUC) approved the use of animals or their tissues in the study (IACUC protocol # 01-19-06). Adult mummichogs were obtained from Aquatic Research Organisms (Hampton, NH). Daily care for the mummichogs was based on [1]. Mummichogs were housed in glass aquarium tanks at room temperature (22^o^C) each containing 40L of dechlorinated water at 10ppt marine salt (Instant Ocean®) on a 12:12 light/dark cycle. Fish were fed daily with fish flakes and blood worms (Tetra®).

**Mechanical Lesion**

The surgical process used was following the methods of [2], with modification for injury to the midbrain/diencephalon. Fish were anesthetized with 2-phenoxyethanol diluted in tank water (1:500). Fish remained in the anesthetic until they could no longer move or right themselves (≈ 5min). They were then placed in a paper towel soaked with the 2-phenoxyethanol diluted in tank water. Under dissecting microscope, fish were held upright for direct illumination of the head, which allowed visualization of the pigmented meninges overlying the tectal hemispheres of the dorsal midbrain. A sterile 23G syringe needle was placed directly over one tectal hemisphere of the midbrain and slowly rotated back and forth while gently pushing down. This needle was inserted to the depth of its bevel (≈ 2mm) which allowed the lesion to penetrate the optic tectum, tegmental regions of the midbrain and underlying hypothalamic tissue of the diencephalon. After injury, fish were placed in tank water (10ppt saline) for recovery and were swimming under their own power within 5min. They were then placed into a separate tank until sacrifice, which occurred 1hr post-lesion.

**Nissl Stain**

For sacrifice, mummichogs were placed in tank water containing 2-phenoxyethanol (1:1000). Fish remained in the anesthetic until they could no longer move or right themselves

(≈ 2min). Fish were sacrificed by rapid decapitation. Brains were removed and fixed in 4% paraformaldehyde (in 0.1M phosphate buffer: PB) for 1hr. After fixing, the brains were cryoprotected in 30% sucrose (in 0.1M PB) overnight. After cryoprotection, brains were embedded in Histoprep Frozen Tissue Embedding Medium (ThermoFisher Scientific), and stored in -80^o^C until sectioning. Brains were cut in frontal section on a cryostat at 30^o^C at a thickness of 20μm and briefly (5s) thaw-mounted at 35^o^C on Superfrost Plus1 positive charged microscope slides (Shandon, Inc.) before being stored at -80^o^C until use. For staining, the tissue was removed from -80^o^C and allowed to warm to room temperature (22-23^o^C) for 5min. The tissue was then further baked on the slides for 5min at 35^o^C for 4min and then removed and allowed to cool back to room temperature for 1min. The tissue was then fixed in 4% paraformaldehyde (in 0.1M PB) for 30min, washed in 0.1M PB (5min), followed by 95% ethanol (15min), 70% ethanol (1min) and 50% ethanol (1min), 0.1M PB (2min), 0.1M PB (1min), and then stained in cresyl violet (15min). Excess stain was removed by dipping the tissue in distilled H_2_O, 95% ethanol, and 100% ethanol. The tissue was then cleared in SafeClear (15min) and cover-slipped in Permount. The tissue sections were observed using a Nikon OptiPhot light microscope and microphotographs captured with a Jenoptik ProgResR Gryphax Subra HD USB3 digital camera (Jena, Germany). The microphotographs were analyzed using GRYPHAX V1.0.2.50 software (Jenoptik Optical Systems; Jena, Germany). Nomenclature used to refer to neuroanatomical regions was based on previous work [3-8].

**Tissue Collection and RNA Isolation**

For sacrifice, mummichogs were placed in tank water containing 2-phenoxyethanol (1:1000). Fish remained in the anesthetic until they could no longer move or right themselves (≈ 2min). Fish were sacrificed by rapid decapitation and midbrain/diencephalic tissue was isolated, and the left and right hemispheres were separated, weighed, and immediately homogenized in QIAzol® Reagent (QIAGEN) for total RNA isolation using the QIAzol® RNeasy Lipid Tissue Mini Kit (QIAGEN) along with the RNase-Free DNase Set (QIAGEN) to remove genomic DNA.

For RNA-seq, ten mummichogs were used. From each fish, total RNA was isolated from the lesioned hemisphere of the midbrain/diencephalon (n = 10; five left lesioned, five right lesioned) as well as the contralateral, intact hemispheres (n = 10; five right intact, five left intact). For qPCR validation of differentially expressed genes, the total RNA of ten different mummichogs were similarly isolated. However, as an additional control to determine if a whole midbrain/diencephalon gene expression response was elicited, a further ten animals receiving no injury were also used, where the total RNA of either their left (n= 5) or right (n = 5) midbrain/diencephalon hemisphere was isolated.

**RNA-seq and Functional Enrichment Analysis**

For RNA-seq, total RNA integrity was verified on an Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA) utilizing samples with RINs ≥8. Total RNA (100-200 ng) was used to prepare RNA-Seq libraries using the TruSeq RNA Sample Prep Kit following the protocol as described by the manufacturer (Illumina, San Diego, CA). Libraries were clustered at a concentration to ensure at least 50 million reads per sample on the cBot as described by the manufacturer (Illumina, San Diego, CA). Clustered RNA-seq libraries were paired-end sequenced using version 4 with 1X50 cycles on an Illumina HiSeq2500. Demultiplexing was performed utilizing bcl2fastq-1.8.4 to generate Fastq files. The samples averaged ~63 million reads with Phil’s Read Editor (PHRED) quality scores comfortably greater than 30 [9]. Sample read files were then processed to trim adapter sequences with the program CutAdapt [10]. We then downloaded the current *Fundulus heteroclitus* genome from NCBI (GCF_000826765.1_Fundulus_heteroclitus-3.0.2_genomic). We created a local *Fundulus* STAR (Spliced Transcripts Alignment to a Reference) index and aligned the trimmed sample read files via the STAR aligner (https://www.ncbi.nlm.nih.gov/pubmed/23104886). This gave a uniquely mapped reads rate of ~93% and an average ~58 million reads per sample. STAR output bam files were counted on a per gene level by the DESeq2 python utility htseq_counts.py (<https://academic.oup.com/bioinformatics/article/31/2/166/2366196>) that outputted gene names (e.g. gene1513) and raw counts per gene.

To infer differential gene expression with robust statistical power, we utilized DESeq2 to test for differential expression based on a model using negative binomial distribution [11]. The DESeq2 script accounted for the experimental effect as well as the replicate design. Transcript count data from DESeq2 analysis was ranked according to adjusted p-value. Our methodology followed the premise that transcripts were sorted according to their q-value, which is the smallest false discovery rate (FDR) at which the transcript was called significant where the FDR was the expected fraction of false positive tests among significant tests. We then searched for groups of genes that collectively enriched GO terms or pathways. In many cases these were present at an FDR of 0.4, but may not have been present with a more stringent cutoff ≤ 0.1, in which case meaningful biological data would have been lost. Furthermore, the systems level analysis we performed (GO and Pathway) was itself subjected to FDR testing thereby adding rigor to the data [12, 13]. We reported 181 DEGs at FDR < 0.1 and 404 DEGs at FDR < 0.4. Gene symbols and geneid numbers were extracted from the NCBI gene_info (ftp://ftp.ncbi.nlm.nih.gov/gene/DATA/) archive with a series of custom PERL and BASH scripts. This information was then merged with the Gene-based DESeq2 analysis.

**Primers**

Gene-specific primers used for qPCR were designed from the mummichog gene sequences for *pim-2*-like (Accession# XM_012855954), *syndecan-4*-like (Accession # XM_012853907), *cd83* (Accession # XM_012856051), and brain *igf-1* (Accession # XM_012873804.1). All isolated fragments of each gene were within their open reading frames. Gene expression was normalized using a 55bp fragment of the *elongation factor 1 alpha* (*ef1α*) using gene-specific primers based on previous work [14]. Primer specificity was verified, and optimal annealing temperatures identified, using endpoint gradient PCR followed by gel electrophoresis to ensure that only a single band of predicted size from the within the open reading frame (genomic DNA was removed during RNA isolation) occurred for each primer set. Additionally, melt curve analysis was performed with each qPCR assay to further ensure primer specificity. Primer sequences are shown on Table S1.

**qPCR**

The qPCR was carried out following the manufacturer’s instructions for the iTaq Universal SYBR1Green One-Step kit reaction method (BioRad). A total of 36ng of total RNA was used per 12μl reaction (3ng/μl per reaction). All reactions were performed in triplicate. Reverse transcription was carried out using iScript Reverse Transcriptase (BioRad) and the generated cDNA was used as a template for PCR amplification. The cycling conditions were, for the reverse transcription, 50^o^C (10min), which was then followed by qPCR consisting of 95^o^C (1min), then 35 cycles of 95^o^C (15s), and 65^o^C (60^o^C for *ef1α*) (1min). Reverse transcription and qPCR amplification were performed on an Eppendorf Mastercycler1 ep realplex2 thermal cycler. Standard curves used to compute expression values for *ef1α*, *pim-2*-like, *syndecan-4*-like, *cd83* and brain *igf-1* were generated from total RNA of mummichog brain tissue with individual 12μl reactions, performed in triplicate, ranging from 1.6ng to 1000ng in total RNA (0.13 ng/μl to 83.33 ng/μl). 

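The Ct values of Table S4 are the paper's own, and a ΔCt (Ct of the gene minus Ct of ef1a in the same sample) was computed from them, so a lower ΔCt means more transcript. These fish are distinct from those of the RNA-seq assay. For pim-2-like, the ΔCt was 2.40 ± 0.82 in lesioned and 4.13 ± 0.99 in intact hemispheres (mean ± SD, n = 10 each), a log2 difference of 1.73 (two-sided permutation test with 100000 resamples, p = 0.00078). The log2 difference was 0.82 for syndecan-4-like (p = 0.00501) and 1.14 for cd83 (p = 0.0316) in the same test, with n = 10. For igf-1 it was 0.09 (n = 8, exact permutation test, p = 0.627). The intact hemispheres also differed from the hemispheres of fish with no injury. They were higher by 1.04 on the log2 scale for pim-2-like (permutation test, p = 0.0184), by 0.53 for syndecan-4-like (p = 0.0238) and by 1.42 for cd83 (p = 0.0204), and the difference for igf-1 was 0.12 (exact permutation test, p = 0.469). Over the 12 comparisons between the groups, the Benjamini-Hochberg adjusted p was at most 0.0421 for every comparison of cd83, pim-2-like and syndecan-4-like, and at least 0.373 for igf-1. These tests took the groups as independent, although lesioned and intact hemispheres came from the same fish. With samples of the same number in Table S4 taken as pairs, lesioned hemispheres were higher in 10 of 10 pairs for pim-2-like, 9 for syndecan-4-like, 8 for cd83, and 4 of 8 for igf-1. A paired exact sign-flip permutation test gave p = 0.00195, 0.00391, 0.0117 and 0.523 in this order. The log2 differences take each cycle as a doubling for every primer pair, whereas the paper computed expression from standard curves.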

Statistical significance for differences in relative expression levels between the three conditions (no injury, contralateral intact, and lesioned) was evaluated by One-Way ANOVA (P < 0.05) followed with Tukey’s post-test (P < 0.05). Statistics were performed using GraphPad Prism (5.0) software.

**Table S1.** List of qPCR primers used to validate specific RNA-seq data. With the exception of the *ef1a1* primers, all primers were designed using the online primer design tools from Integrated DNA Technologies (Coralville, IA) and commercially synthesized by the company. Primers for *ef1a1* based on **[**see 1].

**References**

# 1. MacLatchy DL, Gormley KL, Ibey REM, Sharp RL, Shaughnessy KS, Courtenay SC, Dubé MG, Van Der Kraak GJ. In: Techniques in Aquatic Toxicology, Ostrander G, editor. A short term mummichog (*Fundulus heteroclitus*) bioassay to assess endocrine responses to hormone-active compounds and mixtures. 2005;2(Ch 4):55-91.

How the deposited data were processed for this re-analysis (not part of the article)

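Paired hemispheres of the midbrain/diencephalon of 10 mummichogs, 1 lesioned and 1 intact per fish, were compared at 1 h post-lesion in 20 RNA-seq libraries. Groups and fish were taken from the sample labels and the paper. The paper states that the authors trimmed adapters with CutAdapt, aligned reads with STAR to the mummichog genome, and counted them per gene with htseq; the strand setting is not stated in the paper's text. The deposited counts are whole numbers per gene and library, without normalization or pooling. The authors also deposited the results of their own DESeq2 comparison: the mean signal per gene over all libraries after division by size factors, the log2 fold change of lesioned over intact with its standard error, a score (the Wald statistic), and the p-value and adjusted p-value. These columns of the authors were used only to set their calls, fold changes and adjusted p-values beside those obtained here.

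The deposited table has 16264 entries. Of these, 2585 are transfer RNAs, which are repeated in the table; they held at most 0.00458% as many counts as the listed genes in any library, and were left out. Of the 13679 genes that remained, 13392 had at least 1 count and 10513 passed edgeR's filterByExpr (minimum count 10, minimum total count 15). The total counts are those on listed genes. At 9213580 to 11070103 counts per library, a gene at 1 CPM has about 10 counts, and changes of genes near that level carry wide standard errors.

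Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit, fish as a block) and adjusted by the Benjamini-Hochberg method over the genes tested. Per-fish ratios are log2 CPM with a prior count of 2, tested over all 1024 sign patterns. Both hemispheres of a fish come from 1 animal, as the paper states. Their deviations from the group means correlated at 0.386 to 0.731 across genes (median 0.579), against -0.208 to 0.201 between different fish. Gene lists were tested with camera and fry from limma 3.58.1 and adjusted over 10 lists, and random lists of the same size were matched on expression in 20 bins and drawn 10000 times. DESeq2 1.42.0 served as an alternative test. Names and the order of neighbouring genes came from an annotation of the MU-UCD_Fhet assembly, which is not the assembly the authors used, so no coordinates are given.

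The genes named were set before the data were examined: those the paper names, the 5 largest increases and 5 largest decreases at an adjusted p-value of 0.1 or less that changed the same way in at least 9 fish, and up to 4 called genes of each list. The lists cover immediate early, microglia and macrophage, skeletal muscle, photoreceptor and pineal, and erythrocyte genes, and words for cell death, differentiation, cytokines, synapses, and the respiratory chain and ribosome. The words took in genes whose descriptions do not name the process, such as cebpa under differentiation. Lists of cerebellum and hypothalamus genes, asmt, fat2 and LOC105919173 were chosen after values had been seen. Each number of calls was computed in 20 fits: the one reported, 9 other settings, and 10 that each left out 1 fish. In all, 31 explanations were tested, 106 groups of 10 values were searched for an outlying value, and 12 qPCR comparisons were made on the paper's Ct values.

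The tests were run on simulated counts with 200 changed genes before use. With fish as a block, edgeR called 97.0% of genes changed by 1 on the log2 scale and 86.9% of those changed by 0.5 among the 10470 genes tested. Of its 193 calls at 0.1, 5.70% were unchanged genes, and of its 282 calls at 0.4, 32.3% were. In 100 unchanged lists of 30 genes, camera gave an unadjusted p-value under 0.05 for 2 and fry for 5; these simulated genes were drawn independently of each other.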

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

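The tests of scaling and total counts, of gpr34 and of all microglia and macrophage genes, of muscle and pineal or retinal tissue, of the depth and the label of fish 3, and of the response of fish 5 were chosen only after the results were seen. The brain region lists were written after the genes that set fish 3 apart had been looked at. Of 106 groups of 10 values, 4 held a value far from the others, against 5.3 that a rule with a rate of 1 in 20 gives by chance.

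In fosl1, fish 5 had a log2 ratio of -0.21 where the other 9 fish had 1.41 to 2.83; its gap to the nearest fish was 0.533 of the whole range. Over the 135 genes called higher at 0.1, the median log2 ratio of fish 5 was also the lowest, at 0.15 against 0.39 to 0.66. Its intact hemisphere ranked 1 from the highest of 10 over these genes (0.329 above the mean on the log2 scale, against at most 0.125 for the other fish), so raised levels in its intact hemisphere may account for the small ratio. Its lesioned hemisphere ranked 3 from the lowest (-0.0534, in a range of -0.156 to 0.222), so low levels in the lesioned hemisphere stay open as a contribution. Whether handling or the spread of the response to the intact side raised it was not tested. Without fish 5, 216 genes were called at 0.1 in place of 145.

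In gadd45b, fish 7 had a log2 ratio of 2.40 where the other fish had 0.59 to 1.52, a gap of 0.489 of the range. The total counts of its hemispheres were 10003250 and 10028118, so depth differed little within the fish. In the erythrocyte list, which has only 2 tested genes, fish 6 had a median log2 ratio of -1.41 where the others had 0.23 to 1.21, a gap of 0.626 of the range. The list itself was not called (camera, adjusted p = 0.102), and 39 of 100 sign-flipped splits gave a p-value as small. Without fish 6 its member hemgn, 1 of the genes looked at after this value had been seen, had a log2 fold change of 0.90 (adjusted p = 0.00459 from edgeR's quasi-likelihood test), against 0.61 (0.379) with all fish. No biological explanation was tested for either.

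On the first principal component, which holds 13.5% of the variance, the intact hemisphere of fish 3 lay at 41.3 and the other intact hemispheres at -22.4 to 10.3, a gap of 0.487 of the range. Depth is argued against, since its total of 10109789 counts lies within the range of the other libraries. A mislabelled fish is argued against too, since its deviations correlated at 0.534 with those of the lesioned hemisphere of fish 3 and hemispheres of different fish reached at most 0.201. The genes that set it apart included fat2 (21 counts, against a median of 1028 and a lowest count of 105 in the other libraries). LOC105919173, described as cerebellin-1-like, was also low (24 counts, against a median of 421). Its lowest count in the other libraries was 36, so this gene alone does not set the library apart. The lists tested hold none of the 40 genes with the largest loadings. Cerebellum genes had a median log2 difference of -0.0352 (13 genes, 7 of them lower, 36.4% of random lists as low). With members that go both ways in 1 library, and with genes such as fat2 not in the list, less cerebellar tissue stays open. Hypothalamus genes were lower (19 genes, 16 of them lower, median -0.689, none of 10000 random lists as low). This was the lowest of the 10 intact hemispheres, but another had -0.467, and random lists do not share the variation between dissections that genes of a region share. The lesioned hemisphere of fish 3 lay at 18.1 on the first principal component, the highest of the lesioned hemispheres (-15.4 to 15.2 in the others). Part of the distance may thus be shared by both hemispheres of this fish. The region lists were compared among intact hemispheres only. Less hypothalamic tissue in the intact sample of fish 3 stays a possible explanation. The lists were not the only ones that could have been drawn up, and dissection was not recorded in the labels used here. Without fish 3, 2066 genes were called at 0.4 in place of 1060.

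Gene groups that the paper does not discuss also moved. Immediate early genes had a median log2 fold change of 0.722 (21 genes, 17 called higher at 0.1; camera, adjusted p = 5.2e-68; fry, 0.000271), with a positive median in 10 of 10 fish. Only the real arrangement, 1 of 100 sign-flipped splits, gave a p-value as small. The list was written after reading Table S2, which holds 18 of its genes, and the other 3 had an adjusted p of 0.886. Total counts (p = 0.770 for a difference between hemispheres) do not separate the sides.

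Microglia and macrophage genes had a median log2 fold change of -0.161 (15 genes; camera, adjusted p = 5.0e-08; fry, 0.0382; estimated correlation, 0.15), with a negative median in 8 of 10 fish. In 3 of 100 splits the p-value was as small, and the 10 genes outside Table S2 had an adjusted p of 0.0262. With total counts the median relative to all genes was -0.152, and none of 10000 random lists was as low; since a scale factor moves all genes of a library alike, this value does not test the scaling. A loss of these cells would lower their genes alike. Over all 15 members, the members differed from one another beyond the spread within fish (permutation test, p = 0.0019). The member that fell most, gpr34, fell further than the median of the others (exact sign-flip permutation test, p = 0.00391; 9 of 10 fish), but it was picked for its fall. Without gpr34 the other 14 did not differ detectably (permutation test, p = 0.116). The difference between members thus rests on gpr34 and cannot decide the question. Fewer of these cells may account for part or all of the fall of the list. Lower transcription in the same cells was not tested and stays open.

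Skeletal muscle genes had a median log2 fold change of 0.244 (9 genes; camera, adjusted p = 0.0187), but fry gave 0.12 and 28 of 100 splits gave a p-value as small. Their ratios rose and fell together over fish (mean correlation 0.22; 55 of 10000 random lists as high), so muscle carried into some samples is a candidate explanation. All 9 genes were also counted in intact hemispheres. The most abundant, mybpc2, hardly moved (20.2 and 20.8 CPM), whereas mylpf had 9.06 and 15.8.

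Cytokine genes had a median log2 fold change of -0.00762, although the direction given by camera was up (125 genes, camera adjusted p = 0.0119, fry 0.12). Of these genes 9 were called higher, and 11 of 100 splits gave a p-value as small. Synapse genes had a median of 0.0302 (121 genes; camera, 0.000744; fry, 0.0478), with 13 of 100 splits. Respiratory chain and ribosome genes had a median of -0.0461 (146 genes; camera, 9.5e-08; fry, 0.12), with 25 of 100 splits. For the last list the median relative to all genes was -0.0374 with total counts, which for the same reason does not test the scaling, and its members outside Table S2 had an adjusted p of 6.3e-07 in the camera test. Since sign-flipped labels gave p-values as small in 5 or more of 100 splits for each of these lists, the small camera p-values do not set them apart.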

How the results depend on the processing

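The alternatives were set before the data were examined, apart from the tests of over-representation, which were chosen after the other list results had been seen. The log2 fold changes of cd83, pim-2-like and syndecan-4-like kept their direction and an adjusted p-value of 0.1 or less in all 19 alternative fits. Leaving aside the DESeq2 fit with a prior, they ranged from 1.34 to 1.49, from 2.06 to 2.26 and from 0.91 to 1.03; with the prior they were 0.60, 0.82 and 0.64.

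Leaving out the block lowered the number of genes called. With no replicate block, 57 genes were called at 0.1 and 88 at 0.4, in place of 145 and 1060; 98.2% and 97.7% of them were higher, and 57 were in Table S2 at its q of 0.1 or less. The differentiation list then had an adjusted p of 0.162. Removing the pairing changed no other call of a list.

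At 0.4, DESeq2 called 380 genes with unshrunken fold changes (83.4% higher) and 383 with a prior (80.4% higher). No filter on low counts gave 674 genes (68.4% higher), and a minimum of 10 counts in every library left the share at 57.4%. With upper quartile scaling 87.1% of calls were higher at 0.1 and 42.3% at 0.4, and with total counts 87.5% and 47.5%, so the share of higher calls at 0.4 depends on the scaling. Of the 1060 genes, 985 and 992 were still called. The median log2 fold change of all genes was -0.022 and -0.0175, against -0.00875 with TMM normalization, and a shift of this size adds lower and removes higher calls near the cutoff. At 0.1 every setting with the block called 131 to 175 genes when all fish were used.

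Leaving out each of the 10 fish in turn gave from 101 (without fish 8) to 216 genes (without fish 5) at 0.1, from 279 (without fish 8) to 2066 genes (without fish 3) at 0.4, from 82.5% to 97% higher at 0.1, from 54.6% to 76.7% higher at 0.4, and from 98 to 139 genes shared with Table S2. Part of the loss follows from fewer fish; why fish 3 lowers the number was not tested.

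Of the lists, camera with an estimated correlation left only immediate early genes below 0.05 (0.00102): it gave 0.15 for microglia and macrophage, 0.239 for skeletal muscle, 0.193 for cell death, 0.125 for differentiation, 0.239 for cytokine, 0.178 for synapse and 0.262 for respiratory chain and ribosome genes. Under fry, 0.12 was reached by skeletal muscle, by cytokine and by respiratory chain and ribosome genes, and 0.0596 by cell death. The direction given by camera was up for immediate early, cell death and cytokine genes. Without the genes of Table S2 that direction reversed for each of these lists, with an adjusted p of 0.886 each. The median of cytokine genes was negative both with the genes of Table S2 (-0.00762) and without them (-0.0157). Skeletal muscle (0.423), differentiation (0.951) and synapse genes (0.165) were then no longer below 0.05. Removing called genes accounts for part of these changes by construction. The added tests of over-representation at 0.1 gave 1 for skeletal muscle and for respiratory chain and ribosome genes and 0.833 for synapse genes, and at 0.4 gave 0.684 for skeletal muscle, 0.502 for respiratory chain and ribosome genes and 0.036 for synapse genes, whose result thus differs between the cutoffs. They gave lower values than fry for cell death and cytokine genes, so these depend on the test.

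The fold change of eef1a2, which was not called, ranged from -0.0398 (without fish 3) to 0.157 (without fish 6) and was also reversed without fish 1, at -0.0196. Of 27 single genes apart from those measured by qPCR in the paper with a change, eef1a2 among them, 9 changed their call or, as eef1a2 did, their direction in at least 1 fit (52 changes to a weaker result, 2 reversals, none to a stronger result). Pairing the qPCR samples by number changed no call. The alternatives on transcript length and GC content, the relation of fold change to length, and every alternative for the RNA-seq fold change of igf-1 were not run, since no lengths and no counts for the igf-1 primer gene were used here.

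Depth limits genes with few counts: LOC105929362, at 5.7 and 19.8 mean counts, and eef1a2, at 20.8 and 21.4, rest on few reads per library.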

Differences from the paper's values

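At an adjusted p-value of 0.4 or less, 1060 genes were called, against the paper's 404. Among the alternatives set before the data were examined, DESeq2 with unshrunken fold changes (380) and with a prior (383), and the fits without fish 6 (556), without fish 8 (279) and without fish 9 (318) came within 1.5 times the paper's number; the other settings did not.

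The log2 fold changes of cd83, pim-2-like and syndecan-4-like were 1.42, 2.14 and 0.96, against 0.586, 0.809 and 0.633 in the paper's Table S2. The deposited log2 fold changes of the authors are on a shrunken scale: DESeq2 with a prior on the fold changes gave 0.60, 0.82 and 0.64, and correlated with the authors' deposited values at 1.00 across 13392 genes, where edgeR's values correlated at 0.795 across 10513 genes. For syndecan-4-like, the fits without fish 1 (0.913), without fish 3 (0.941) and without fish 7 (0.922) also came within 1.5 times the paper's value. So did the fits without the block (0.941), with upper quartile scaling (0.943) and with total counts (0.948). All of these stay close to the 0.96 of the reported fit, so they do not account for the difference from 0.633. The prior gave 0.64. For cd83 and pim-2-like, only the prior came within 1.5 times among the alternatives set before the data were examined.

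The adjusted p-values of cd83, pim-2-like and syndecan-4-like were 6.0e-05, 4.2e-06 and 2.6e-05 in edgeR's quasi-likelihood test, against the paper's 2.97E-23, 5.09E-46 and 5.22E-30. DESeq2 with a prior gave 1.9e-23, 1.9e-46 and 6.1e-30, of which only the value for syndecan-4-like was within 1.5 times the paper's; DESeq2 with unshrunken fold changes gave 7.8e-25, 2.2e-50 and 2.4e-30. No other alternative came within 1.5 times.

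Counts on the listed genes averaged 10.2 M per library, against the paper's about 58 M reads per sample after alignment. The name of the deposited table limits it to annotated genes, so reads on other genes would not be in these counts. Whether this accounts for the difference was not tested, and no alternative bears on this value.

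At 0.1, 145 genes were called against the paper's 181. Table S2 and the authors' deposited table each hold 180 genes at this cutoff. Of these 180, 54 were not called here. DESeq2 with a prior called 49 of the 54 and DESeq2 with unshrunken fold changes called 44; 9 were called with robust dispersion, 3 with total counts, 2 with upper quartile scaling, 1 with DESeq2 size factors, and up to 18 in the fits that each left out 1 fish. Each of the 54 was called in at least 1 of these fits.

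The text of the results gives the cutoffs with the sign turned (q above 0.1), whereas its methods and legend use q at or below it; the latter was used here.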

Other observations

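The tests of the retinal and pineal genes, of the direction of the calls and of neighbouring genes were chosen after the results had been seen; the splits were set before.

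When labels were flipped within fish, so that each of the 100 splits parted all 10 pairs, 1 of 100 splits gave 145 genes or more at 0.1, the real one; of the other 99, 90 gave no gene and the most was 77. At 0.4, 4 of 100 splits gave 1060 genes or more, and the most was 1543. With DESeq2 and a prior, 2 of 40 splits gave 383 genes or more at 0.4, and the most was 557. So the number of calls at 0.1 stands apart from other arrangements of the same libraries, and the number at 0.4 does so less clearly with either tool; the DESeq2 count rests on fewer splits. For words in gene descriptions, the real split was matched or exceeded in 5 of 100 splits for cell death and in 9 of 100 for differentiation.

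The excess of higher over lower genes at 0.1 was tested against technical causes. A difference in library size is argued against (exact sign-flip permutation test of the total counts, p = 0.770). Scaling is argued against, since at least 87.1% of calls were higher under every scaling tried. At 0.4 scaling may account for the excess, because the share fell to 42.3% with upper quartile scaling. A response of transcription to injury remains a hypothesis for the calls at 0.1. Other causes, such as the side of the brain if the labels are right, cannot be excluded from these libraries. With the paper's Ct values of other fish, lesioned hemispheres exceeded those of uninjured fish for pim-2-like (2.77), syndecan-4-like (1.35) and cd83 (2.55, log2 scale). The adjusted p was at most 0.00112 for each (two-sided permutation test). The paper states that the uninjured hemispheres were divided equally between left and right. These values cover only the genes named.

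The photoreceptor and pineal list of 24 genes did not move (median log2 fold change -0.00461; camera, adjusted p = 0.19; 32 of 100 splits as small). If pineal or retinal tissue had been carried into some samples, its genes would rise and fall together over fish. Over all 24 genes they did not (mean correlation 0.0274; 1573 of 10000 random lists as high). After this had been seen, the 3 members that Table S2 lists (asmt, rho and LOC105925766, a rod phosphodiesterase subunit) were tested alone, and their ratios were closely correlated (0.892; none of 10000 random lists as high). Because these 3 genes were picked from the study's calls after the test of all members, and because the list includes word matches such as transducin beta-like genes, carry-over of such tissue cannot be told apart from other causes for these 3 genes. In the authors' deposited table the adjusted p of asmt is 0.0158; here it was 0.269, and from 0.0156 (DESeq2 with a prior) to 0.494 in the other fits.

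Among the genes called higher, 4 pairs were neighbours in the order of the 9551 tested genes matched to the annotation, such as nr4a1 with grasp. Genes that were not tested may lie between the members of a pair. The explanation tested was transcription or reads running on into the next gene. Random draws of as many genes had a median of 2 pairs and 8.99% of them had at least 4. With so few pairs this neither shows nor excludes it, and reads between the genes were not used here. Of the genes tested, 90.8% were matched to the annotation.

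The igf-1 gene of the qPCR primers was not analysed here. Another gene, LOC105924364, is described as insulin-like growth factor I. It had 7.49 ± 3.43 CPM in intact and 7.84 ± 3.33 in lesioned hemispheres (SD, n = 10; log2 fold change 0.08, standard error 0.12, adjusted p = 0.850 from edgeR's quasi-likelihood test). Of the genes for the qPCR reference, LOC105917634, described as elongation factor 1-alpha 1-like, had a log2 fold change of -0.03 (standard error 0.03, adjusted p = 0.732), and eef1a2 had 0.06 (standard error 0.18, adjusted p = 0.932).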
